A study of Mus musculus with 15 samples. Its data were reported in "NFATc2 mediates epigenetic modification of dendritic cell cytokine and chemokine responses to dectin-1 stimulation" (2014).

How the data were processed

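The 15 arrays (Affymetrix Mouse Gene 1.0 ST, 1 colour) form 5 groups of 3 arrays, each described by its label as a biological replicate: nontreated D1 cells, cells given curdlan for 2 h or 4 h, and cells given curdlan with FK506 for 2 h or 4 h. The curdlan dose was 10 µg/ml. The values analysed were deposited by the authors as log2 intensities made by RMA (background correction, quantile normalization and median-polish summary of the probes of each probe set) with the affy package in R 2.15.2. Quantile normalization gives every array nearly the same distribution, so a shift of all genes at once would not show in these values, and array medians lay between 6.45 and 6.57. No array was left out and no filter on low values was applied. Cells given FK506 alone are not analysed here, so an FK506 comparison reads the effect of FK506 in the presence of curdlan. The same 3 nontreated arrays served both times.

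Of 34760 probe sets, 21640 carried 1 gene symbol in the platform annotation, 1321 carried several symbols and 11799 carried none. Only probe sets with 1 symbol were tested. For the 954 genes with several such probe sets, the one with the highest mean over all arrays was used, which left 19937 genes, each tested once. Of these symbols, 19854 are in the mouse gene reference table and 0 needed an update. Genome coordinates were not used here. Several list genes lie on probe sets with several symbols or no symbol and are not analysed here, among them Areg, Spp1, Nfkb1, Gapdh and Isg15.

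A linear model with 1 mean per group was fitted to all 15 arrays with limma 3.58.1 in R 4.3.3, which leaves 10 residual degrees of freedom per gene. Empirical Bayes moderation was used for the tests, which are two-sided, and p values were adjusted over the 19937 genes by the Benjamini-Hochberg method within each comparison. A gene passes the test, and is called raised or lowered, at an adjusted p under 0.05 together with a fold change of at least 1.5 (log2 0.585). The comparisons are curdlan 2 h and curdlan 4 h against nontreated cells, curdlan against curdlan with FK506 at each time, curdlan with FK506 against nontreated cells at each time, curdlan 4 h against 2 h, and the difference of the FK506 effect between the times (the interaction). FK506 effects are written as curdlan minus curdlan with FK506, so a positive log2 fold change is a lower level with FK506. The median standard error of a log2 fold change was 0.077, and 0.109 for the interaction. With 3 arrays against 3, complete separation of the values has a chance share of 10% for a gene not picked by the test. The number of arrays limits the precision of every value.

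These choices, the comparisons and the gene lists were made before the data were examined, and so was the rule for naming genes. For each curdlan and each FK506 comparison the rule takes the 6 largest rises and 5 largest falls among called genes whose groups do not overlap, up to 4 called members of each list described (2 members with their values where none passed), all members of the 5 study groups, and a fixed set (Il2, Il12b, Il23a, Egr2, Egr3, Csf2, Tnf, Il6, Il10, Il1b, Nr4a1, Rcan1, Nfatc1, Nfatc2, Clec7a, Actb). The 5 largest changes each way are named for 4 h against 2 h and for the interaction. Where a count of 5 or fewer held genes outside this rule, they are named too, chosen after their values were seen.

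The 37 gene lists hold 569 genes, 516 of them measured. The 20 response lists are chemokines, interleukins and growth factors, TNF superfamily ligands, NFAT-responsive genes of T cells, dectin-1, calcium and calcineurin signalling components, NF-kB subunits and feedback genes, immediate early genes, feedback inhibitors of signalling, interferon-stimulated genes, DC maturation and costimulation, MHC class II presentation, pattern recognition receptors and adaptors, prostaglandin and leukotriene enzymes and receptors, glycolysis, cholesterol synthesis and uptake, cell cycle, oxidative stress (Nrf2) genes, unfolded protein response, lysosomal genes, and H3K4 and H3K27 methylation enzymes. The 2 reference lists are housekeeping genes and ribosomal proteins. The 5 study groups are 3 cytokine groups and 2 chemokine groups that the study chose on these arrays, so results for them are not independent evidence. The 10 cell-type lists hold markers of conventional DCs, macrophages, plasmacytoid DCs, T cells, B cells, NK cells, neutrophils, mast cells and basophils, fibroblasts, and erythroid cells. Lists share genes, so their results are not independent of each other. Each list was compared with all other genes by camera with a preset inter-gene correlation of 0.01, with p adjusted over the 37 lists within a comparison. Camera was run again with the correlation estimated from the data, and fry, which asks if the genes of a list move 1 way on balance, was run as an alternative. Camera p values are those with the preset correlation unless an estimated one is named. The estimate was higher for some lists, such as 0.25 for NF-kB genes and 0.275 for interferon-stimulated genes. The smallest preset p values of such lists therefore overstate the evidence. Counts adjusted over the list alone equal the counts over all genes unless given. The 10 cell-type lists are described with the reference lists because D1 is a cell line.

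Curdlan and FK506 comparisons at 1 time share the curdlan arrays, which couples their errors. Overlap counts are therefore given beside the number expected if the calls were independent, beside overlaps of comparisons that share no arrays, and beside 100 simulations with noise alone, in which the overlap of called genes was 0 and the correlation of the fold changes 0.50. With noise alone hardly any gene can pass, so that overlap of 0 cannot show how shared arrays affect the overlap of responding genes. Genes with changes planted in simulated values of the same design were recovered before the real comparisons were run. Of 100 planted 2-fold changes per comparison, 99% were found for curdlan 2 h, 97% for curdlan 4 h and 100% for either FK506 comparison. All planted 4-fold changes were found, and there was at most 1 false call per comparison. For curdlan 2 h, camera gave an unadjusted p under 0.05 for 2 of 100 random lists.

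Alternatives were median-centring, a further quantile normalization, only genes above the median level, only genes with a mean over 6, all probe sets, the mean of a gene's probe sets, only the groups compared, an intensity trend, robust moderation, array weights, the replicate number as a block, other p and fold thresholds, and each of the 15 arrays left out in turn. Added after the data were seen were a fit without both outlying arrays (nontreated replicate 1 and curdlan 2 h replicate 3) and a fit with a probe-set signal common to unnamed probe sets as a covariate. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.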

Results

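Gene expression was measured in D1 cells, a growth-factor-dependent dendritic cell (DC) line grown long-term from the spleen of C57BL/6 mice. The cells were left nontreated or were given curdlan, a bacterial beta-glucan that binds the receptor dectin-1 (Clec7a), for 2 h or 4 h. A further set received curdlan with FK506, a drug that blocks the phosphatase calcineurin, which NFAT transcription factors need to enter the nucleus. Each of the 5 groups had 3 arrays, and 19937 genes were tested. Mean correlations between arrays of 1 group lay between 0.994 and 0.999 across the tested genes, and 0 pairs of arrays were identical. The first principal component held 52.0% of the variance between arrays and ran from nontreated through 2 h to 4 h, and the second held 16.6%. Nontreated replicate 1 and curdlan 2 h replicate 3 stood apart from the other arrays of their groups and received array weights of 0.0781 and 0.119. Both were kept, and the counts without both, added after the data were seen, are given beside each comparison.

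Curdlan at 2 h was compared with nontreated cells to find the early response to dectin-1 stimulation. Il1a (interleukin-1 alpha) rose 84.4-fold (log2 fold change 6.40 ± 0.12, SE, 3 arrays per group, limma adjusted p = 2.01e-13), and Il2, a growth factor of T cells, rose 77.5-fold (6.28 ± 0.08). Il2 (log2 level 4.83 ± 0.13, SD, n = 3) and Il1a (5.29 ± 0.32) stood at or near the lower quartile of gene means (5.28) in nontreated cells, so that their folds are best read as lower bounds and their order is not firm. Il2 reached 11.1 ± 0.12 with curdlan. The neutrophil attractant Cxcl2 rose 69.2-fold (6.11 ± 0.14), the orphan nuclear receptor Nr4a1 rose 42.3-fold (5.40 ± 0.07), and the chemokines Ccl1 (5.40 ± 0.08) and Ccl4 (4.84 ± 0.07) followed. Il23a and Il12b, subunits of the interleukins IL-23 and IL-12, rose by 4.72 ± 0.15 and 3.21 ± 0.10, and Il1b, Csf2 and Tnf rose by 4.22, 2.06 and 1.97. Il6 (0.01) and Il10 (0.04) did not pass the test, but with nontreated levels of 3.51 and 4.21 both lay below that quartile, where a small change would not be seen. The largest falls were those of F630028O10Rik (−2.64 ± 0.10), the ubiquitin ligase gene Rnf144b (−1.74 ± 0.05), the syntaxin gene Stx19 (−1.68 ± 0.12), Smco3 (−1.58 ± 0.09) and the phospholipase gene Napepld (−1.42 ± 0.09). In total, 439 genes were higher and 279 lower with curdlan. In 714 of these 718 genes the 3 curdlan values did not overlap the 3 nontreated values. The genes had been picked for a difference, so the chance share of 10% does not apply to them. Without both outlying arrays the counts were 444 and 330. The balance turned when the fold threshold was dropped, to 1434 higher and 2570 lower.

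Among the response lists, NF-kB genes and immediate early genes had the highest shares of raised members at 2 h. Of 21 NF-kB subunit and feedback genes, 18 rose and 0 fell, led by Nfkbid (3.60), Nfkbiz (3.02), Tnfaip3 (2.83) and Tnfaip2 (2.59), with a camera adjusted p of 1.69e-37. With an estimated correlation the camera adjusted p of this list was 0.000839. Of 29 immediate early genes, 22 rose, Nr4a1, Atf3 (4.39), Egr3 (3.07) and Maff (2.81) among them, and Dusp6 fell (camera adjusted p = 5.89e-35). NFAT-responsive genes known from T cells rose in 12 of 22 cases, with Il2, Nr4a1, Ptgs2 (4.13) and Nr4a3 (4.08) at the top (2.3e-22). Egr2 rose by 2.38 and the calcineurin inhibitor gene Rcan1 by 1.38 ± 0.06. Chemokines rose in 14 of 33 cases (1.95e-17), Ccl7 (4.07) among them. Of 49 interleukins and growth factors 12 rose and Il16 fell (6.88e-10), although the list median was only 0.05. TNF superfamily ligands rose in 7 of 16 cases, led by Tnfsf15 (2.79), Tnfsf14 (2.70) and Tnfsf9 (2.54), with an adjusted p of 1.06e-08 for the list. Feedback inhibitors rose in 11 of 20 cases, with Tnfaip3, Il1rn (2.67), Dusp2 (2.44) and Dusp1 (2.42) at the top (5.05e-17). DC maturation genes rose in 10 of 19 cases, led by Cd83 (3.92), Cd40 (2.04), Marcksl1 (2.02) and Ccl22 (1.79) (4.08e-15).

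The other response lists were not called, or not with an estimated correlation, at 2 h. Of 30 interferon-stimulated genes, Cxcl10 (2.81), Ifi205 (1.21), Rsad2 (1.13) and Ifih1 (1.03) rose and Stat2 fell, and the list as a whole did not differ from other genes (adjusted p = 0.94; its median was −0.08 and its mean 0.08). Oxidative stress (Nrf2) genes rose in 6 of 13 cases, Slc7a11 (1.57), Hmox1 (1.26), Sqstm1 (1.14) and Srxn1 (1.11) most (adjusted p = 6.56e-08, adjusted p = 0.0748 with an estimated correlation). Among 27 pattern recognition genes, Clec4e (1.56), Tlr2 (1.06), Nlrp3 (0.91), Cd14 (0.71) and Clec4d rose, and Tlr4 (−0.77), Tlr3 and Tlr13 fell (adjusted p = 0.00927, adjusted p = 0.152 with an estimated correlation). Without nontreated replicate 1 the list had an adjusted p of 0.123 and Cd14 no longer passed (0.54), and without curdlan 2 h replicate 3 Tlr4 no longer passed (−0.58). Among 23 dectin-1 and calcineurin pathway components, Nfatc1 (0.86) and Nfat5 (0.59) rose, Nfat5 only narrowly, since it no longer passed without nontreated replicate 1 (0.49) or curdlan 2 h replicate 1 (0.56) or 2 (0.54). Clec7a itself did not pass (−0.01), nor did Nfatc2 (−0.35). Single members rose in other lists: Ctsl (1.02) of 21 lysosomal genes, Kdm6b (3.23 ± 0.05) of 21 H3K4 and H3K27 methylation enzymes, Pfkp (0.78) of 15 glycolysis genes, and Herpud1 (0.72) of 19 unfolded protein response genes. Ptgs2 and Ptger4 (1.51) were the 2 raised genes of 14 prostaglandin genes. Ciita (−0.66) was the 1 lowered gene of 11 MHC class II genes, and Cdc6 (−0.60) the 1 lowered gene of 33 cell cycle genes, a list with an adjusted p of 3.29e-06 and an adjusted p = 0.0611 with an estimated correlation. Cdc6 no longer passed without nontreated replicate 3 (−0.55) or curdlan 2 h replicate 2 (−0.54). None of 20 cholesterol genes passed (11 at an unadjusted p under 0.05 in limma), with Dhcr7 at −0.49 and Insig1 at 0.55.

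**Figure D1:**
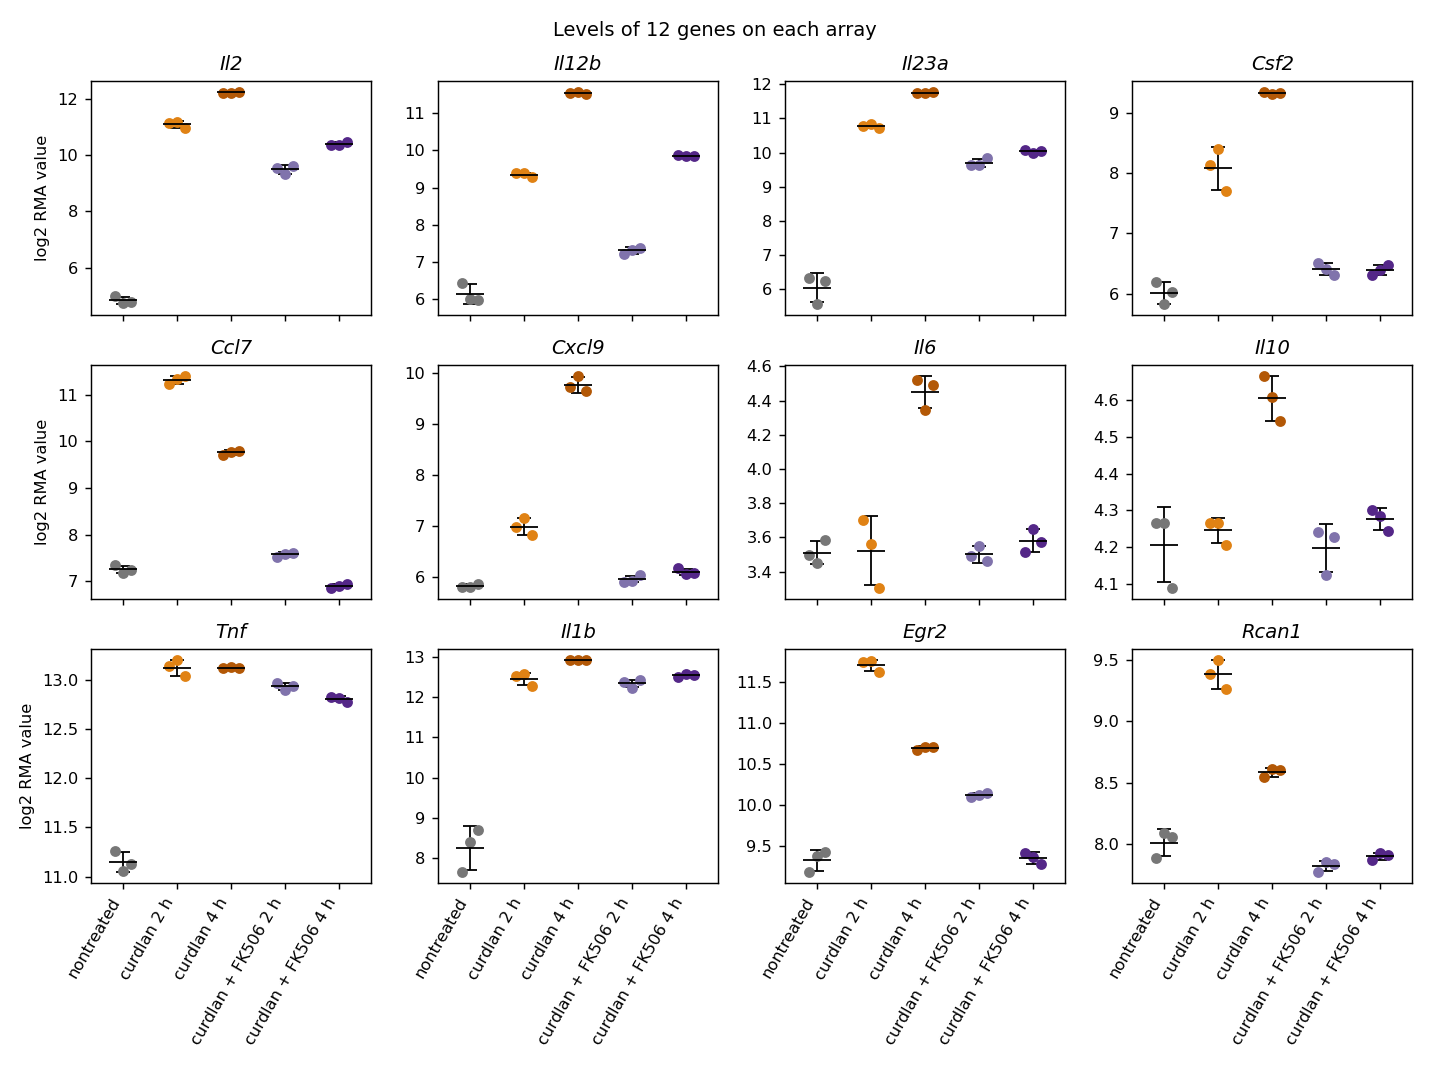
Log2 RMA level (vertical axis) of 12 genes in the 5 groups, with 1 point per array and the mean ± SD of 3 arrays. Il2 rose from 4.83 in nontreated cells to 11.1 with curdlan at 2 h, and Il6 passed the test only at 4 h.

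Curdlan at 4 h was compared with the same nontreated arrays to follow the response as it widened. The 6 largest rises were those of cytokine and chemokine genes. Il2 rose 170-fold (7.41 ± 0.08, adjusted p = 1.89e-15), Il1a 155-fold (7.27 ± 0.12), Ccl1 85.5-fold (6.42 ± 0.08), Cxcl2 80.1-fold (6.32 ± 0.14), Il23a 52.4-fold (5.71 ± 0.15) and Il12b 42.4-fold (5.41 ± 0.10), where the folds of Il2 and Il1a are again best read as lower bounds. Il1b rose by 4.68, Csf2 by 3.32, Tnf by 1.97 and Il6 by 0.94 ± 0.09, while Il10 stayed under the fold threshold (0.40), and Il6 (4.45 at 4 h) and Il10 (4.61) remained at the low end of the range. The largest falls were those of Nxpe5 (−2.82 ± 0.09), F630028O10Rik (−2.30), Arhgap19 (−2.17 ± 0.04), the RNase P subunit gene Rpp25 (−2.05) and the Ras regulator Rasa3 (−2.02 ± 0.05). In total, 1007 genes were higher and 828 lower, and the groups overlapped in none of them. Without both outlying arrays the counts were 874 and 925. The median log2 fold change of all genes was −0.116. With the unnamed-probe-set covariate, added after the data were seen, 797 genes were higher and 1199 lower, and with no fold threshold 2810 and 4622.

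Interferon-stimulated genes joined the response at 4 h and cell cycle genes fell. Of 30 interferon-stimulated genes 23 rose and 0 fell, with Ifi205 up 35.5-fold (5.15 ± 0.15) and Cxcl10 (3.99), Rsad2 (3.60) and Ifit1 (3.41) next (camera adjusted p = 2.17e-28, 0.00448 with an estimated correlation). Of 33 cell cycle genes 18 fell and 0 rose, with Cdc6 (−1.41), Mcm2 (−1.11), Aurkb (−1.11) and E2f2 (−1.02) lowest (4.71e-15). NF-kB genes rose in 19 of 21 cases, Cflar (2.70) now among the largest (9.52e-30). DC maturation genes rose in 14 of 19 cases, led by Cd83 (4.16), Cd40 (3.04), Marcksl1 (2.95) and Cd70 (2.58), and Cd48 fell (3.61e-16). Immediate early genes rose in 17 of 29 cases, Nr4a1 (4.47), Atf3 (4.16), Egr3 (1.90) and Egr2 (1.37) among them, and Dusp6 and Jun fell (2.67e-13). NFAT-responsive genes rose in 12 of 22 cases, Ptgs2 (4.73) and Nr4a3 (4.48) after Il2 (2.89e-13). Rcan1 was at 0.58, short of the threshold only narrowly, since it passed under 4 of the alternatives. Feedback inhibitors rose in 11 of 20 cases, Il1rn (4.26) most (2.65e-13), and TNF ligands in 10 of 16 cases, Tnfsf15 (4.65) and Tnfsf4 (2.91) most (1.26e-07). Chemokines rose in 17 of 33 cases (2.27e-14), and adjusted over the list alone 17 rose and 1 fell. Interleukins and growth factors rose in 15 of 49 cases (4.27e-07), with a list median of −0.01 and a mean of 1.05.

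Metabolic and stress genes also differed at 4 h. Nrf2 genes rose in 8 of 13 cases, led by Slc7a11 (2.69), Hmox1 (2.64), Srxn1 (2.05) and Sqstm1 (1.54) (adjusted p = 2.26e-09, 0.0454 with an estimated correlation). Of 19 unfolded protein response genes, Herpud1 (1.35), Ddit3 (1.18), Trib3 (1.08), Chac1 (0.99) and Dnajb9 rose (8.42e-05). Cholesterol genes fell in 4 of 20 cases, Dhcr7 (−1.31), Lss (−1.02), Stard4 (−0.83) and Mvk (−0.66), the last of which did not pass with the covariate (list adjusted p = 7.86e-06). Of 27 pattern recognition genes 8 rose, Clec4e (1.97), Clec4d (1.35), Tlr2 (1.33) and Ly96 (1.27) most, and Cd209a (−0.90) and Tlr3 fell (0.000129). Ly96 did not pass with the covariate, and neither did the pattern recognition and the unfolded protein response lists. Of 20 lists called at 4 h, 19 were also called with an estimated correlation, which the cholesterol, pattern recognition and unfolded protein response lists no longer were once both outlying arrays were also left out. Ptgs2, Ptger4 (2.13) and Ptger2 (0.81) rose and Pla2g4a (−0.62) and Hpgd fell among 14 prostaglandin genes, Pla2g4a no longer passing without nontreated replicate 3 (−0.58). Pfkp (0.98) rose and Pdk1 (−0.74) and Pfkm (−0.68) fell among 15 glycolysis genes. Ctsl (1.77) was the 1 raised lysosomal gene of 21, and Kdm6b (2.84) and Kdm5c (0.82) were the 2 raised methylation enzymes of 21. Among the 23 dectin-1 and calcineurin components Nfat5 (0.96) and Nfatc1 (0.77) rose and Card9 (−0.77), Itpr2 (−0.73) and Nfatc2 (−0.70) fell, while Clec7a did not pass (0.20). No gene of 11 MHC class II genes passed at 4 h (5 at an unadjusted p under 0.05), with H2-DMa at −0.27 and B2m at 0.19.

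**Figure D2:**
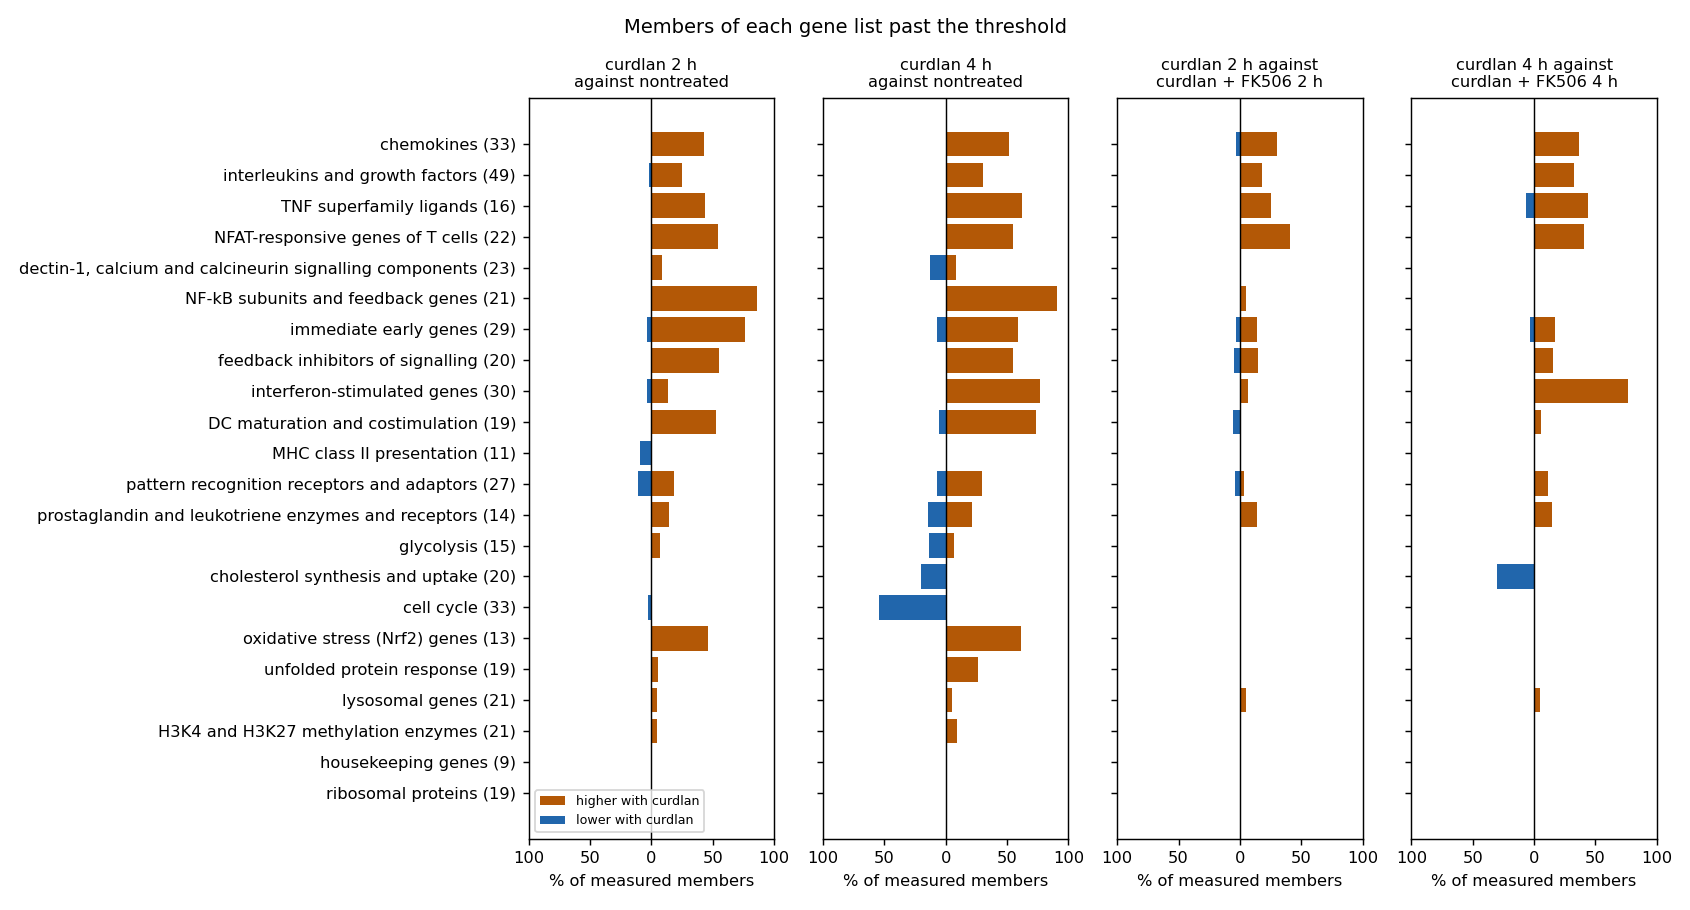
Percentage of measured members of 22 gene lists (horizontal axis) higher (orange) or lower (blue) with curdlan, in the curdlan and the FK506 comparisons at 2 h and 4 h. Of 30 interferon-stimulated genes, 4 were higher with curdlan at 2 h and 23 at 4 h.

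Reference genes and markers of other cell types were compared as a background. Actb was unchanged within its error at both times (0.01), and 0 of 9 housekeeping genes and 0 of 19 ribosomal protein genes passed in any curdlan or FK506 comparison; at an unadjusted p under 0.05 in limma, 1 and 1 differed at 2 h and 4 and 8 at 4 h with curdlan. Their largest 2 h changes were those of Sdha (−0.21), Tbp (−0.15), Rpl27 (−0.12) and Rps3 (−0.10). The ribosomal list had an adjusted p of 0.0332 at 4 h (median 0.10), and adjusted p = 0.188 with an estimated correlation, and it was not called without nontreated replicate 1 (0.169) or curdlan 4 h replicate 3 (0.0554). Of 10 conventional DC markers, Irf8 (1.59, then 2.40) and Irf4 (0.87, then 1.21) rose at both times and Cd209a fell at 4 h, and the list had an adjusted p of 0.02 at 2 h (0.0588 with an estimated correlation). Cd14 (1.12 at 4 h) was the 1 raised gene of 7 macrophage markers, and Cd300c (−0.68) the 1 lowered gene of 5 plasmacytoid DC markers at 4 h, which did not pass with the covariate. No gene passed in either curdlan comparison among 8 T cell, 6 B cell, 7 NK cell, 8 neutrophil, 7 mast cell, 11 fibroblast and 2 erythroid markers, of which 1, 0, 1, 0, 0, 1 and 0 differed at 2 h and 4, 3, 3, 4, 1, 3 and 0 at 4 h at an unadjusted p under 0.05. The same lists held no FK506-dependent gene except Cd5 (0.64), a T cell marker lower with FK506 at 4 h, and at an unadjusted p under 0.05 the FK506 comparisons held 2, 1, 3, 1, 1, 0 and 0 of them at 2 h and 1, 1, 1, 1, 0, 0 and 0 at 4 h.

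Curdlan at 4 h was compared with 2 h to see which responses were still building. Ifi205 rose further, by 3.94 ± 0.15, followed by the scavenger receptor gene Olr1 (3.35), Ifit3 (3.15), Abhd12b (3.12) and the interleukin-1 family gene Il1f9 (3.03). Nxpe5 (−1.79), Arhgap19 (−1.68), Ccl7 (−1.56), the phosphatase gene Dusp7 (−1.46) and Phlda1 (−1.45) fell most. Interferon-stimulated genes rose between the times in 27 of 30 cases, and immediate early genes fell in 12 of 29 cases (adjusted p = 0.0136 with an estimated correlation). Among NFAT-responsive genes, Csf2, Il2, Tnfrsf9 and Ptgs2 rose further and Egr3, Egr2, Nr4a1, Rcan1 and Nr4a2 fell back. In total 556 genes were higher and 260 lower at 4 h, without overlap of the groups. Without both outlying arrays the counts were 504 and 290, with the covariate 458 and 507, and with no fold threshold 2465 and 2726. Of the genes raised against nontreated cells, 365 were raised at both times, 74 passed only at 2 h and 642 only at 4 h.

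Curdlan was compared with curdlan plus FK506 at 2 h to find the part of the response that needs calcineurin. FK506 lowered chemokine and cytokine genes. Ccl7, a monocyte attractant, was 13.4-fold lower (3.75 ± 0.06, adjusted p = 1.17e-13), followed by the proteases Adamts6 (2.88 ± 0.14) and Mmp13 (2.79 ± 0.08), the cholesterol hydroxylase gene Ch25h (2.69 ± 0.07), Tnfsf14 (2.63 ± 0.14) and Ccl4 (2.55 ± 0.07). Il12b fell 4.10-fold (2.04 ± 0.10) and Il2 3.05-fold (1.61 ± 0.08), and Csf2 (1.67), Egr2 (1.59), Rcan1 (1.57), Nr4a1 (1.51), Egr3 (1.10) and Il23a (1.07) were also lower. Tnf (0.19, adjusted p = 0.0511), Il1b (0.12), Nfatc1 (0.58) and Nfatc2 (−0.45) did not pass, Nfatc1 only narrowly, since it passed after repeated quantile normalization (0.62), with array weights (0.62), with the covariate (0.63), and without curdlan 2 h replicate 3 (0.63), FK506 2 h replicate 1 (0.60) or FK506 2 h replicate 3 (0.59). The genes most increased by FK506 were Fosb (−1.63 ± 0.16), the T cell adaptor gene Grap2 (−1.22 ± 0.06), the homeobox gene Meis1 (−1.12 ± 0.08), Kctd14 (−1.08) and the cannabinoid receptor gene Cnr2 (−1.03). In total 152 genes were lower and 72 higher with FK506, without overlap of the groups. Without both outlying arrays the counts were 164 and 65. Here too the balance turned with no fold threshold, to 616 lower and 893 higher with FK506.

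NFAT-responsive genes known from T cells were the response list most affected by FK506 at 2 h. Of 22 measured, 9 were lower with FK506 (Ptgs2 2.11, Nr4a2 2.10, Csf2, Il2, Egr2, Rcan1, Nr4a1, Egr3 and Nr4a3) and 0 higher, with a camera adjusted p of 5.09e-17. Of 33 chemokines 10 were lower and Cxcl16 was higher (6.32e-12), and of 49 interleukins and growth factors 9 were lower (1.68e-09). Of 16 TNF ligands, Tnfsf14, Tnfsf8 (1.72), Tnfsf15 (1.29) and Tnfsf18 (1.06) were lower (5.51e-06). Immediate early genes split, with Egr2, Nr4a1, Egr3 and Dusp2 (0.89) lower and Fosb higher (7.12e-07). Of 21 NF-kB genes 1, Nfkbid (0.59), passed (13 at an unadjusted p under 0.05; list adjusted p = 0.42), and it did not pass after median-centring (0.57) or without curdlan 2 h replicate 1 (0.58) or 2 (0.56) or FK506 2 h replicate 2 (0.56). Of interferon-stimulated genes Cxcl10 (0.88) and Ifih1 (0.78) were lower (list adjusted p = 0.608). With the covariate that list was called lower with FK506 (0.00402), though adjusted p = 0.673 with an estimated correlation. Rcan1, Dusp2 and Il1rn (0.80) of the feedback inhibitors were lower, and Pdcd1lg2, also the 1 passing DC maturation gene, was higher (2.01-fold). Single genes passed elsewhere: Clec4e (0.70) lower and Nod2 (−1.01) higher among pattern recognition genes, Ptgs2 and Hpgd (0.63) of the prostaglandin genes, Ctsl (1.11) of the lysosomal genes and Mertk (1.53) of the macrophage markers. No cholesterol gene passed (11 of 20 at an unadjusted p under 0.05), although the list was higher with FK506 by camera (7.12e-07, adjusted p = 0.0514 with an estimated correlation). The MHC class II, Nrf2 and cell cycle lists likewise held no passing gene (3, 7 and 12 at an unadjusted p under 0.05) and had adjusted p of 0.00129, 0.000617 and 0.0273 (adjusted p = 0.435, 0.395 and 0.502 with an estimated correlation). Without curdlan 2 h replicate 3 the MHC class II list (0.0544) and the cell cycle list (0.145) were not called, nor was the latter without FK506 2 h replicate 1 (0.059). With all arrays and no covariate, none of the dectin-1 and calcineurin, glycolysis, unfolded protein response and methylation lists passed or held a passing gene (7, 4, 5 and 9 at an unadjusted p under 0.05).

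At 4 h the same question was asked of the later response. FK506 lowered Cxcl9, an interferon-inducible attractant of T cells, 12.8-fold (3.68 ± 0.09, adjusted p = 1.31e-11), the hydrolase gene Abhd12b 10.8-fold (3.43 ± 0.06), Mmp13 (3.34 ± 0.08), Olr1 (3.09 ± 0.09), Csf2 (2.94 ± 0.14) and Ccl7 (2.87 ± 0.06). Il2 was 3.55-fold (1.83 ± 0.08), Il12b 3.22-fold (1.69) and Il23a 1.72 log2 units lower, and Egr2 (1.35), Nr4a1 (1.26), Il6 (0.87), Rcan1 (0.69) and Ifng (0.69) were lower too. Tnf (0.32), Il1b (0.38), Il10 (0.33), Nfatc1 (0.40) and Nfatc2 (−0.43) did not pass. With curdlan, Tnf stood at 13.03 to 13.20 at 2 h and 13.11 to 13.13 at 4 h, and Il1b at 12.92 to 12.94 at 4 h. The maxima of the curdlan arrays were 13.48 to 13.56. Whether the effects on these 2 genes were narrowed near that upper end was not tested. Arhgap19 (−1.52), Fosb (−1.46), Grap2 (−1.03), Smco3 (−0.93) and the pseudokinase gene Trib2 (−0.89) were most increased by FK506. In total 306 genes were lower and 42 higher with FK506, without overlap of the groups. Without both outlying arrays the counts were 312 and 43, and with no fold threshold 1202 and 1125.

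Interferon-stimulated genes were the response list most affected by FK506 at 4 h. Of 30 measured, 23 were lower with FK506 and 0 higher, with Mx2 (1.95 ± 0.17), Ifit1 (1.94 ± 0.16), Ifit2 (1.94 ± 0.12) and Rsad2 (1.89 ± 0.11) first (camera adjusted p = 3.87e-52). In the fit with the replicate number as a block, the camera adjusted p was 0.0022 with an estimated correlation. Cholesterol genes moved the other way, with Hmgcs1 (−0.75), Lss (−0.72), Insig1 (−0.66), Msmo1 (−0.66), Dhcr7 and Sc5d the 6 of 20 that were higher with FK506 (2.77e-20). NFAT-responsive genes were lower in 9 of 22 cases, Ptgs2 (2.20) and Nr4a2 (1.65) among them (2.9e-17). Chemokines were lower in 12 of 33 cases (1.79e-16), Cxcl3 (2.13) and Cxcl10 (1.49) among them, interleukins and growth factors in 16 of 49 cases (1.93e-13), and TNF ligands in 7 of 16 cases, led by Tnfsf14 (4.43-fold), Tnfsf8 (1.87) and Cd70 (1.60), with Tnfsf13b higher (6.42e-08). Immediate early genes (Egr2, Nr4a1, Dusp2, Egr3 and Maff lower, Fosb higher; 0.0149), feedback inhibitors (Dusp2 0.96, Il1rn and Rcan1 lower; 0.0021), NF-kB genes (none of 21, 12 at an unadjusted p under 0.05; 6.71e-05), and DC maturation genes (Cd70 lower, and 2 genes adjusted over the list alone; 0.000943) were called by camera. These calls had adjusted p = 0.245, 0.078, 0.203 and 0.213 with an estimated correlation. Pattern recognition genes (Cd14 0.90, Clec4e 0.72 and Ticam2 0.65 lower), MHC class II, cell cycle and unfolded protein response genes (0 passing, 6, 18 and 11 at an unadjusted p under 0.05) had adjusted p of 0.0132, 0.00577, 1.11e-05 and 0.0338. For these lists adjusted p = 0.203, 0.396, 0.0873 and 0.241 with an estimated correlation, and without FK506 4 h replicate 1 the pattern recognition (0.0814) and unfolded protein response (0.0566) lists were not called. Ptgs2 and Ptger2 (0.62, and 0.58 without FK506 4 h replicate 1, which did not pass), Ctsl (1.84), and Mertk (2.20) and Cd14 were lower in the prostaglandin, lysosomal and macrophage lists. No gene passed in the dectin-1 and calcineurin, glycolysis, Nrf2 and methylation lists (10, 6, 5 and 9 at an unadjusted p under 0.05).

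**Figure D3:**
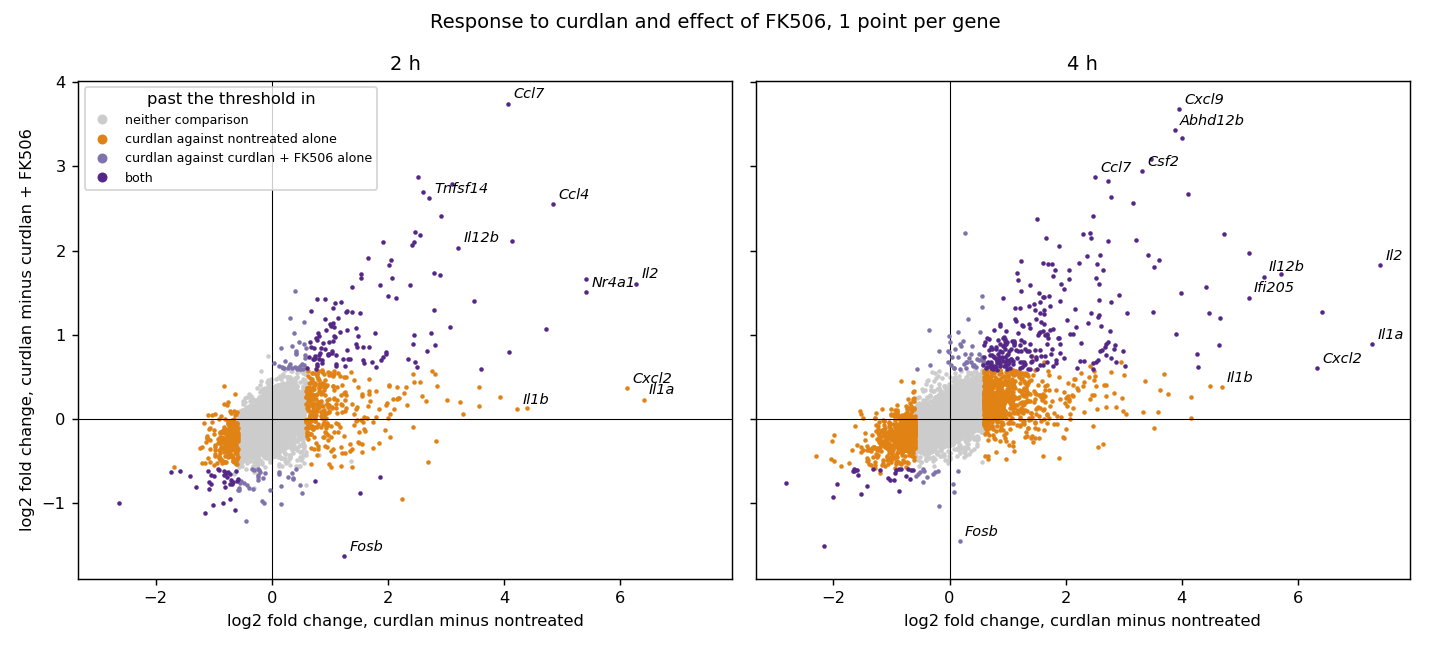
Log2 fold change with curdlan against nontreated cells (horizontal axis) and lowering by FK506 (vertical axis, log2 fold change of curdlan against curdlan with FK506) at 2 h and 4 h, with 1 point per gene, coloured by which comparison it passed. Ccl7 lies highest at 2 h (3.75) and Cxcl9 at 4 h (3.68).

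The FK506 effects at both times were compared by the interaction, which asks for which genes the log2 effect of FK506 differs at 4 h. As a difference of log2 effects, it cannot tell a changed dependence on FK506 from a rise with curdlan that came later. Olr1 (2.98 ± 0.12), Abhd12b (2.84), Cxcl9 (2.65), the sodium channel gene Scnn1g (2.62) and Ifit3b (2.09) were lowered more at 4 h. The kinase gene Itpkb (−1.38), Sema7a (−1.33), Frmd4b (−1.18) and the heat shock gene Hspa1a (−1.07) were lowered less at 4 h, and Arhgap19 (−1.27) was raised more by FK506 at 4 h. In total the signed FK506 effect was higher at 4 h for 212 genes and lower for 34, and in size it was larger at 4 h for 178 of the 212 and 3 of the 34. With both outlying arrays left out the signed counts were 213 and 40, with the covariate 191 and 65, and with no fold threshold 594 and 278. Interferon-stimulated genes passed in 23 of 30 cases, all with a higher signed effect at 4 h (median 0.889, adjusted p = 1.56e-48, 0.00259 with an estimated correlation). The FK506 effect on cholesterol genes shifted by a median of −0.313 without a passing gene among 20 (15 at an unadjusted p under 0.05; adjusted p = 3.49e-10, 0.0339 with an estimated correlation). For NFAT-responsive genes the effect did not differ between the times as a group (median −0.16, adjusted p = 0.425), with Csf2 larger and Rcan1 smaller at 4 h, and Il2 did not differ (0.22, adjusted p = 0.342). Cxcl9, Cxcl3, Ccl12, Ccl24 and Cxcl10 were the 5 chemokines with a larger effect at 4 h and Ccl7 the 1 with a smaller effect; the list had a median of −0.02 and a mean of 0.16, and its adjusted p = 0.271 with an estimated correlation. The chemokine list was not called without nontreated replicate 1 (0.062) or 2 (0.0523), curdlan 2 h replicate 1 (0.0524), curdlan 4 h replicate 1 (0.0605) or FK506 2 h replicate 3 (0.0505). Of the interleukins and growth factors 7 had a larger and 1 a smaller effect, and adjusted over the list alone 8 and 1. Of the TNF ligands 2 had a larger effect (Tnfsf4 and Cd70), and adjusted over the list alone 3.

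**Figure D4:**
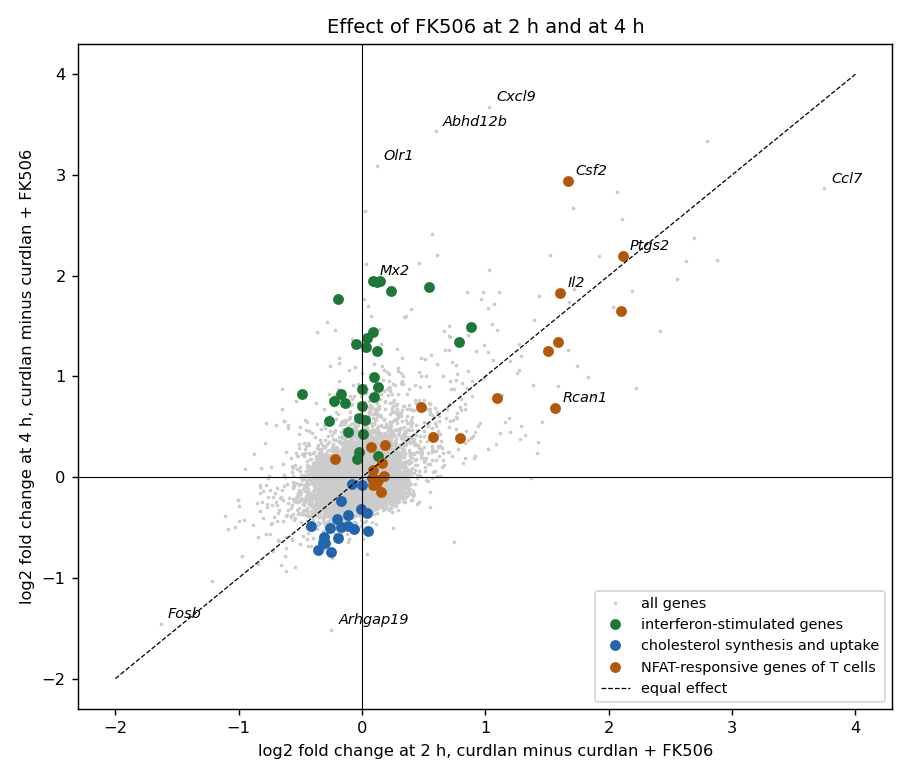
FK506 effect at 2 h (horizontal axis) and 4 h (vertical axis), as log2 fold change of curdlan against curdlan with FK506, with 1 point per gene, interferon-stimulated genes in green, cholesterol genes in blue, NFAT-responsive genes of T cells in orange and equal effects on the dashed line. The 30 interferon-stimulated genes have a median of 0.03 at 2 h and 0.89 at 4 h.

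Genes raised by curdlan and genes lowered by FK506 overlapped. At 2 h, 119 genes passed both, against 3.35 expected of independent calls, which is 27.1% of the curdlan-raised and 78.3% of the FK506-lowered genes. At 4 h, 260 genes passed both (15.5 expected), or 25.8% and 85.0%. The curdlan arrays enter both comparisons, so the overlap was also counted where no array is shared, and 94 genes were raised at 4 h and lowered by FK506 at 2 h (7.68 expected) and 138 raised at 2 h and lowered by FK506 at 4 h (6.74 expected). The fold changes correlated across genes, which are not independent replicates, at r = 0.479 at 2 h and 0.698 at 4 h. Shared arrays with noise alone gave 0.50. Without shared arrays r was 0.140 for curdlan 4 h with FK506 2 h and 0.489 for curdlan 2 h with FK506 4 h. The covariance at 2 h was 0.0273 and that of noise alone 0.00416. Genes lowered by curdlan and higher with FK506 numbered 34 at 2 h and 27 at 4 h (1.01 and 1.74 expected). Without shared arrays they numbered 18 for curdlan 4 h with FK506 2 h (2.99 expected, with 22 genes called in opposite directions) and 13 for curdlan 2 h with FK506 4 h (0.588 expected, with 8 in opposite directions). FK506 lowered 94 genes at both times, and 33 genes at 2 h and 46 at 4 h were lowered by FK506 without having been raised by curdlan.

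Curdlan with FK506 was compared with nontreated cells to find what was induced despite FK506. At 2 h, 361 genes were higher and 107 lower than in nontreated cells, with no overlap of groups in 467 of 468 genes, and 589 and 484 at 4 h. Without both outlying arrays the counts were 320 and 147 at 2 h and 526 and 577 at 4 h, with the covariate 296 and 182 at 2 h and 489 and 743 at 4 h, and with no fold threshold 1519 and 1996 at 2 h and 2053 and 3122 at 4 h. Of the 439 genes raised by curdlan at 2 h, 264 (60.1%) were still raised with FK506, and of the 1007 at 4 h, 538 (53.4%). The log2 change that remained with FK506 had a median of 74.9% at 2 h (quartiles 42.3% and 97.1%) and 69.6% at 4 h (quartiles 47.1% and 85.6%). Genes picked at the other time gave 80.4% at 2 h and 75.8% at 4 h. The nontreated arrays serve both times, so these values are not independent of the choice of genes. Of the genes lowered by curdlan, 83 of 279 were still lowered with FK506 at 2 h and 396 of 828 at 4 h.

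The study sorted FK506-dependent cytokines and chemokines into 5 groups, which it chose on these arrays, so their results are not independent evidence. In cytokine group 1 (Il2, Il23a, Il12b, Csf1, Edn1, Tnfsf15 and Clcf1), 7 of 7 genes rose with curdlan at both times, and 6 of 7 at 2 h and 7 of 7 at 4 h were lower with FK506, Csf1 by 1.40 and 1.56. Clcf1 was at 0.43 at 2 h, below the threshold. In cytokine group 2, Tnfsf14, Csf2, Tnfsf8 and Tnfsf18 rose with curdlan at both times and were lower with FK506 at both, and Ifng was lower at 4 h only (0.48 at 2 h and 0.69 at 4 h), while Ndp did not pass in any of the 4 comparisons, so that 4 of 6 measured genes passed with curdlan at both times and 4 and 5 with FK506. Ifng did not pass with curdlan at 4 h (0.51) but did without nontreated replicate 1 (0.64). In cytokine group 3, Cd70 of 5 genes rose at 2 h, Tnfsf4 lay just under the threshold (0.56) and passed without nontreated replicate 3 (0.64) or curdlan 2 h replicate 1 (0.60), Tnfsf4, Cd70, Tnfsf10 and Il6 rose at 4 h, and FK506 lowered none at 2 h (1 at an unadjusted p under 0.05) and those 4 at 4 h, while Il10 did not pass; the camera call of this group with curdlan at 2 h (0.0187) had an adjusted p = 0.0588 with an estimated correlation. In chemokine group 1 (Ccl1, Ccl4, Ccl7, Cxcl10 and Ccl2), 5 of 5 rose at 2 h and 4 at 4 h, Ccl2 not passing at 4 h (0.56), and FK506 lowered all 5 at both times. In chemokine group 2, Cxcl9 and Ccl24 rose at 2 h, Cxcl3 lay just under the threshold (0.57) and passed without nontreated replicate 1 (0.69), and Cxcl9 (3.96), Cxcl3 (3.21), Ccl24 (1.55) and Ccl5 rose at 4 h. FK506 lowered Cxcl9 and Ccl24 at 2 h and all 4 at 4 h. Ccl5 at 4 h did not pass with the covariate. Counts adjusted over the list alone were the same. The interaction was larger at 4 h for cytokine group 3 (median 0.849, adjusted p = 2.02e-09) and chemokine group 2 (1.23, 4.72e-11), and both held with an estimated correlation (0.00131 each). It was not called for cytokine group 1 (0.514), cytokine group 2 (0.183) or chemokine group 1 (0.475), where adjusted over the list alone 1 gene of cytokine group 1 had a larger and 1 a smaller effect, and 4 genes of cytokine group 3 had a larger one.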

Values the study reported

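The paper reports 515 genes raised and 323 genes lowered by dectin-1 stimulation. These are counts at 2 h. It reports 171 genes upregulated and 82 genes downregulated in an NFAT-dependent way, which are also counts at 2 h. It reports 135 upregulated genes common to both sets, which it gives as 26.2% of the dectin-1-activated genes and 78.9% of the NFAT-activated genes.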

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

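Chosen after the result was seen were the tests of the shared array signal, with and without named genes normalized alone, of named genes of like brightness, of curdlan treatment as the origin of the unnamed signal, of the spread of the brightest cell-type markers, and of the reshuffled residuals.

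Nontreated replicate 1 and curdlan 2 h replicate 3 differed from the other arrays of their groups in the same direction across genes (r = 0.782 across genes, which are not independent replicates). Mixing of nontreated and curdlan 2 h RNA is argued against, since the deviation of nontreated replicate 1 had a slope of 0.0358 on the curdlan response over 774 genes and that of curdlan 2 h replicate 3 had −0.024, while the other 4 arrays lay between −0.016 and 0.015. Cells of another type stay open, although 0 of 10 marker lists met the bounds set beforehand in both arrays. Those bounds were too strict to exclude them. Fibroblast markers reached the 99.8th and 94.9th percentiles, with Col1a1 up by 0.443 and 0.506, short by less than its spread (0.163). B cell markers reached the 99.7th and 80.6th, but Cd79b (up by 0.539 and 0.285) was short by 0.215, more than its spread (0.152). A shared signal stays open too, technical or not, since within groups the first residual component over 15 arrays (65.0% of the residual variance) followed the median of 6573 unnamed probe sets (r = −0.984, rho = −0.968, permutation p = 1e-05 each, the smallest that 100000 permutations can give, and r = −0.959 without the 2 farthest arrays). Quantile normalization over all probe sets couples these measures and stays open as an origin of the correlation. With the named genes normalized alone r was −0.981 (rho = −0.971, permutation p = 1e-05 each, and −0.948 without the 2 farthest arrays). The block median was still taken from the normalization over all probe sets, in which named genes can shift it. This test therefore cannot decide whether that normalization made the correlation.

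Interferon-stimulated genes as a list were lower with FK506 at 4 h and were not called at 2 h, where Cxcl10 and Ifih1 were lower, which stood out because the interaction itself passed (median 0.889). The 2 arrays that stand apart are argued against as the origin, since the interaction without them had p = 0.00163 with an estimated correlation, and so is the signal of the unnamed probe sets, with which as covariate the median was 0.862, although the 2 h list was then called (adjusted p = 0.00402, 0.673 with an estimated correlation). Over the other alternatives the median lay between 0.831 and 0.932. Interferon beta made by the cells and lowered by FK506 stays open: Ifnb1 did not rise with curdlan (−0.0493 at 2 h and −0.25 at 4 h), which by the bound set beforehand would have counted against it, but that bound was wrong, since the gene lay near the floor of the array (mean 5.11, lower quartile of gene means 5.28). Curdlan raised 4 of the 30 genes at 2 h and 23 at 4 h. The interaction therefore cannot tell a changed dependence on FK506 from their later rise with curdlan. No test here decides how FK506 reached these genes.

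A block of 6573 probe sets without a gene symbol was higher at 4 h in its median, with 1059 raised and 133 lowered. Its medians were 6.18 ± 0.22 (SD, n = 3) in nontreated cells, 6.24 ± 0.22 with curdlan at 2 h and 6.60 ± 0.06 at 4 h. With curdlan and FK506 they were 6.43 ± 0.04 at 2 h and 6.50 ± 0.05 at 4 h. The 2 arrays that stand apart are argued against as the whole origin, since 70.8% of the raised calls (750) were also made without both. In the normalized values, named genes of like brightness did not share the rise. The block moved by 0.342 more than those (0.229 against −0.112, and 0.171 against −0.054 without both arrays). Quantile normalization holds the distribution nearly fixed, so a rise of the block lowers other probe sets. The comparison therefore cannot decide on a shift shared before normalization. Curdlan treatment remains a candidate explanation. Every 4 h array lay above every nontreated array (by at least 0.125), but this restates the rise and is no evidence of its cause. Time in culture was not separated from curdlan, as no untreated arrays of that time are analysed here. What these probe sets measure was not established.

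Probe sets outside the 19937 genes also differed between curdlan and nontreated arrays. Of the unnamed ones, 170 were higher and 116 lower at 2 h and 1196 and 199 at 4 h. At 4 h, 1059 of the 1196 and 133 of the 199 belong to the block whose origin stays open. Of those with several symbols, 22 were higher and 15 lower at 2 h and 69 and 19 at 4 h. The FK506 effect differed between the times for 246 genes, with a higher signed effect at 4 h for 212 and a lower one for 34, and a larger size at 4 h for 178 and 3 of these. The signed effect rose most for Olr1 (2.98), Abhd12b (2.84), Cxcl9 (2.65), Scnn1g (2.62) and Ifit3b (2.09) and fell most for Itpkb (−1.38), Sema7a (−1.33), Arhgap19 (−1.27), Frmd4b (−1.18) and Hspa1a (−1.07). Among lists, the interaction had a median of −0.313 for cholesterol genes, 0.849 for study cytokine group 3 and 1.23 for study chemokine group 2, each also called with an estimated correlation. Lists called with the preset correlation alone were chemokines (median −0.023), NF-kB genes (0.13), immediate early genes (−0.15), DC maturation genes (0.12), pattern recognition genes (0.063), Nrf2 genes (0.11), unfolded protein response genes (0.082) and conventional DC markers (0.075), with adjusted p between 0.218 and 0.62 with an estimated correlation. Without curdlan 2 h replicate 1 (0.0515) or 2 (0.131) the immediate early genes were not called, the chemokines were not called without each of 5 single arrays (adjusted p 0.0505 to 0.062), and the conventional DC markers were called or not by small margins (adjusted p 0.0497 with all arrays, and up to 0.0888 without curdlan 2 h replicate 1).

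The level with curdlan differed between 4 h and 2 h for 816 genes, higher at 4 h for 556 and lower for 260, and for 16 of 37 lists by camera, 9 of them also with an estimated correlation. Ifi205 (3.94), Olr1 (3.35), Ifit3 (3.15), Abhd12b (3.12) and Il1f9 (3.03) rose most and Nxpe5 (−1.79), Arhgap19 (−1.68), Ccl7 (−1.56), Dusp7 (−1.46) and Phlda1 (−1.45) fell most.

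Other splits of the same arrays were counted for each comparison. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, and in each comparison 1 split, the real one, gave as many called genes. The real counts were 718 for curdlan at 2 h (highest other 87), 1835 for curdlan at 4 h, 224 and 348 for FK506 at 2 h and 4 h, 468 and 1073 for curdlan with FK506 at 2 h and 4 h against nontreated cells, and 816 for 4 h against 2 h (highest other 0 in each of these 6). For the interaction, 10 of 100 regroupings of times within treatments gave at least 246 genes, so that chance was not excluded by that test. Its highest other, 2042, is several times the real count. It came from a regrouping that moved the times in opposite directions in the 2 treatments and so turned the time effect into an interaction. Such regroupings were 6 of the 9 others, but also 52 of all 99, so opposition alone does not set the 9 apart. The other 3 came from the 47 regroupings without such opposition (highest 289). Once the additive effects of time and treatment were removed, 1 of 100 reshufflings, the real order, gave as many genes and the highest other was 0, which excludes chance in that test.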

How the results depend on the processing

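Chosen after seeing the data were the fits without both outlying arrays and with the unnamed-probe-set covariate. Of 902 values of 28 counts, overlaps and shares under 34 alternatives, 825 stayed within their bounds and 77 moved, 23 of them with the thresholds kept. Of 8914 values of 280 called named genes, 8829 kept direction and call, 85 kept direction alone (12 of 4200 when single arrays were left out) and 0 reversed. Of 2831 values of 81 called lists, 2722 kept both, 107 lost the call (25 of 1215 when single arrays were left out) and 2 reversed. The test's direction reversed for 4 lists. Of the 2 called ones, ribosomal proteins at 4 h with the covariate kept a positive median (0.009, and 0.099 without it), and feedback inhibitors in the FK506 comparison at 4 h had a median of −0.048 without genes of other lists. The others were MHC class II genes in the interaction with the covariate (−0.098) and macrophage markers at 4 h, whose median was the same under fry (−0.045); for these the cause was not tested. Replicate numbers do not pair the arrays: 30 same-number pairs had a mean residual correlation of −0.00985 (range −0.727 to 0.584, 9 over 0.1), and 6 of 15 arrays matched best with their own number. With the number as a block the counts of genes higher and lower (for FK506, lower and higher with FK506) were 438 and 279 (curdlan 2 h), 1004 and 830 (curdlan 4 h), 151 and 71 (FK506 2 h), 305 and 42 (FK506 4 h), 354 and 107 and 585 and 484 (curdlan with FK506 at 2 h and 4 h against nontreated cells), 555 and 260 (4 h against 2 h) and 202 and 32 (interaction). Signal over background limits what can be said of genes near the floor, such as Ifnb1 (mean 5.11).

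With no fold threshold, so with more genes by construction, the counts were 1434 and 2570 for curdlan 2 h, 2810 and 4622 for curdlan 4 h, 616 and 893 for FK506 2 h, 1202 and 1125 for FK506 4 h, 1519 and 1996 and 2053 and 3122 for curdlan with FK506 against nontreated cells, 2465 and 2726 for 4 h against 2 h, and 594 and 278 for the interaction. Overlaps were 447 and 551 at 2 h, 956 and 933 at 4 h, 362 and 482 for curdlan 4 h with FK506 2 h, and 599 and 739 for curdlan 2 h with FK506 4 h; 986 and 1835 genes were still higher with FK506, and the median remaining at 2 h was 81.2%. With a fold of 2, so with fewer genes by construction, the counts in the same order were 212 and 34, 475 and 165, 61 and 7, 114 and 3, 163 and 10, 254 and 64, 196 and 37, and 59 and 6, the overlaps 50 and 2, 102 and 1, 42 and 0, and 57 and 0, with 129 and 239 still higher and a median of 71.9% at 4 h. With all probe sets tested, which adds unnamed ones, 665 and 423 were called at curdlan 2 h, 2377 higher at curdlan 4 h, 138 higher with FK506 at 2 h, 748 and 175 with curdlan and FK506 at 2 h, 1165 higher with curdlan and FK506 at 4 h, 1362 higher at 4 h against 2 h, and 1049 still higher at 4 h.

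With the covariate, lower counts were 182 and 743 for curdlan with FK506 at 2 h and 4 h, 507 for 4 h against 2 h and 65 for the interaction, and the median remaining was 67.3% at 2 h and 67.5% at 4 h. That median was 70.2% at 2 h after quantile normalization was repeated, 69.1% at 2 h without both outlying arrays, 72.4% at 4 h among genes above the median level, 80.4% and 75.8% with genes picked at the other time, and 68.1% to 72.7% at 4 h with single arrays left out. Overlap with the FK506 comparison of the other time was 13 for lower genes at 2 h and 94 for higher genes at 4 h. For these the cause was not tested.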

Other observations

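FK506 raised 13 genes at both times over curdlan alone: Asb2, B3gnt8, Crybg1, Fosb, Grap2, Kcne3, Lmna, Mfsd2a, Pgf, Rnf144b, Smco3, St8sia1 and Tmem86a, chosen as a group after their values were seen. Fosb was the largest of them at 2 h (−1.63) and at 4 h (−1.46). Rnf144b and Smco3 were also among the genes that fell most with curdlan at 2 h (−1.74 and −1.58).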
